A study of Mus musculus with 12 samples. Its data were reported in "Activity-Dependent Regulation of Alternative Cleavage and Polyadenylation During Hippocampal Long-Term Potentiation" (2017).

How the data were processed

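Total RNA was measured by stranded RNA-seq in acute hippocampal slices of wild-type C57BL/6 mice aged 2 to 3 months. The dentate gyrus had been trimmed from these mini-slices. Chemical long-term potentiation (cLTP, here LTP) was induced with 50 uM forskolin, an activator of adenylyl cyclase, for 5 min, followed by forskolin together with 30 mM KCl and 10 mM calcium until 10 min in all. Control slices received vehicle alone (0.2% DMSO) over the same 10 min. All were frozen 1 hr or 3 hr later, giving 4 groups of 3 libraries each. Per the labels, each animal supplied both LTP and control slices at a time point. The labels use the same animal numbers at both time points and do not state whether the animals differed. The study's methods divide the slices of an animal between LTP induction and control, so the time points were taken to come from different animals. The replicate number therefore pairs an LTP library with a control library within a time point and was taken to pair nothing across time points.

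The deposited tables hold raw counts per gene, not normalized, 1 table per time point. According to the study's methods, ribosomal RNA was depleted, paired-end reads were aligned with STAR to GRCm38/mm10, and the authors counted reads per gene with Bioconductor packages. The study's text restricted its expression analysis to reads in coding regions. The tables list non-coding genes too, which held from 3.73% to 5.97% of each library's counts, so the counts used here are not of coding sequence alone. Whether the counting used strand is not stated, so values of genes that overlap another gene on either strand are uncertain, and values of near-identical copies depend on how multiply aligned reads were treated. Each table held 41091 versioned Ensembl gene IDs, of which 40217 matched GENCODE release M21 of the same assembly and 874 did not. Symbols, positions, GC content and lengths came from that annotation. Unmatched IDs stayed in library sizes and tests. The tables contained 0 mitochondrial genes.

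Library totals ran from 37118382 to 50815001 counts. A floor of 3 counts corresponded to between 0.059 and 0.0808 CPM (counts scaled to library size), so changes in genes below this level were not detectable at this depth. Counting error was small for most genes, and the spread between libraries of a group set the precision. No pair of replicates was near identical: the chi-square per degree of freedom between replicates, over genes with at least 20 counts in the pair, lay between 9.49 and 85.6, where a value near 1 marks counting error alone.

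Differential expression was tested on the counts with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after filterByExpr and TMM normalization, with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.1 and a fold change over 1.2, the thresholds of the study's methods. Each time point was fitted on its own without an animal term. 1 hr control replicate 2 was left out of the 1 hr comparison because the study set it aside as an outlier of its clustering, which left 5 libraries at 1 hr and 6 at 3 hr. The difference between the 3 hr and 1 hr effects (the interaction) and the difference between the 3 hr and 1 hr controls were tested in 1 model of the 4 groups with 11 libraries, the interaction without a fold change minimum. Gene lists of CREB targets and of cleavage and polyadenylation (C/P) factors were tested with camera of limma 3.58.1 on voom values, with a preset inter-gene correlation of 0.01 and adjustment over the 6 tests. CPM values were scaled with TMM and are given as mean ± SD, and SE denotes the standard error of a log2 fold change. Log2 ratios per animal used a pseudocount of 0.1 CPM.

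The sample groups, the tests, the gene lists, the marker lists and the rule for the genes to name were chosen before the data were examined. The rule covered genes named in the study's text, the 5 largest rises and 3 largest falls among called genes with a mean of at least 1 CPM and non-overlapping groups at each time point, the 3 genes with the smallest p in each direction of the interaction and of the control comparison, and called members of the tested lists. Genes named outside this rule were chosen after their values were seen, and this is stated where they appear.

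Whether paired libraries deviated together was checked from the correlation, across genes, of their deviations from the group means. It was -0.01, -0.24 and 0.078 for animals 1, 2 and 3 at 1 hr, and 0.067, 0.005 and 0.293 at 3 hr. The pairing comes from the labels, and the fits with animal as a block are given as alternatives.

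The alternatives were DESeq2 1.42.0 (Wald test and its size factors), limma-voom, other scalings (size factors of DESeq2 in edgeR, total counts, upper quartile), other filters (none beyond 1 count, or at least 10 counts in every fitted library), an animal block, offsets per library for GC content and exonic length from smoothing splines with 5 degrees of freedom, a single model of the 4 groups, other thresholds, inclusion of the set-aside library, and omission of each library in turn. Protein-coding genes alone, omission of libraries in the list tests, and the alternatives for the marker medians and for the non-coding gene sets were added after seeing the data.

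The fits, camera, the offsets and the mixture estimate were tested on simulated data; fry, the overlap test, the position between time points, Cochran's Q and the splits were not. Counts were drawn for the real genes from the real means, dispersions and library sizes, with known fold changes. For the mixture estimate they held counting error alone, without the dispersions. In the fits the simulated changes were all larger than the median change of the genes called at 3 hr. Recovery of smaller changes was not measured. The 1 hr design recovered 67.9% of 190 changed genes among 17448, and 15.7% of its calls were false. The 3 hr design recovered 73.7% of 194 among 17310, with 16.4% false, so the nominal false discovery rate was somewhat exceeded in these draws. The interaction test recovered 51.8% of 199 changed genes among 18261, with 6.36% false. A simulated GC trend raised the false share to 93.7% of calls over 17292 genes, and the offsets brought it to 15.1% over 17149 genes. Figures were drawn with matplotlib 3.10.9.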

Results

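RNA-seq counts were available for 12 hippocampal slice libraries in 4 groups: 1 hr control, 1 hr LTP, 3 hr control and 3 hr LTP, with 3 animals at each time point. The total counts of 1 hr control replicates 1, 2 and 3 were 38828504, 48654494 and 42533283, and those of the 1 hr LTP replicates were 41055532, 37118382 and 43266337. The 3 hr control replicates had 46167941, 46216387 and 50815001 counts, and the 3 hr LTP replicates had 43517963, 44603199 and 39005797. Between 22363 and 24163 gene IDs had at least 1 count in a library. The Spearman correlation between any pair of libraries, across 18240 genes, lay between 0.979 and 0.997. Genes are not independent replicates, so this range only describes how alike the libraries were.

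The first principal component held 50.5% of the variance and separated the time points, and the second held 13.7% and separated LTP from control libraries at each time point. 1 hr control replicate 2, which the study left out as an outlier, had a first component score of -6.5, between the other 1 hr libraries (-29.7 to -19.6) and the 3 hr libraries (10.6 to 33). To place each library between the time points, its expression over 6054 genes that differed between the controls was projected on the difference between the 3 hr and 1 hr controls, with 0 at the mean of 1 hr controls 1 and 3 and 1 at the mean of the 3 hr controls; for a control library that defines an end, the ends were recomputed without it. 1 hr control replicate 2 lay at 0.39, the other 1 hr libraries from 0.01 to 0.17 and the 3 hr libraries from 0.77 to 1.08.

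**Figure D1:**
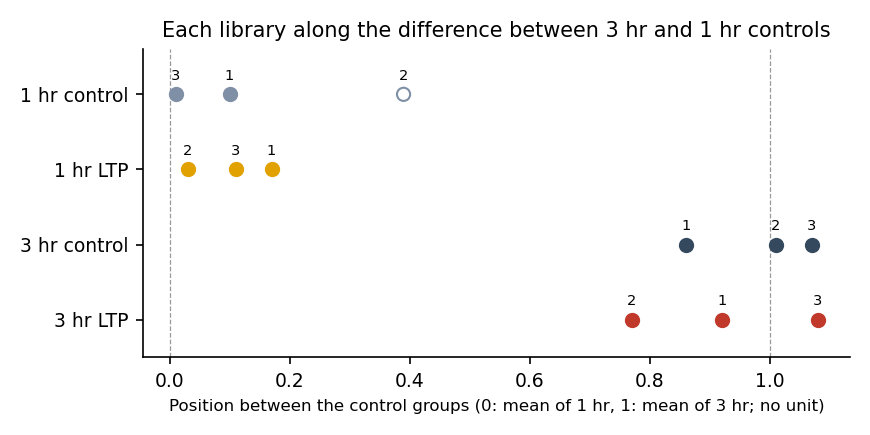
Position of each of the 12 libraries (x axis, no unit) along the expression difference between the 3 hr and 1 hr controls, by group (y axis), with the replicate number above each point. The open circle, 1 hr control replicate 2, sits at 0.39, while the 3 hr control libraries sit between 0.86 and 1.07.

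The controls were compared between time points to measure what differed without LTP induction. Time after treatment and animal were not separated in this comparison, because the time points were taken to come from different animals. Of 18584 genes tested, 6102 (32.8%) differed between 3 hr and 1 hr controls, 2987 higher and 3115 lower at 3 hr (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.1, fold change over 1.2). The alternative that moved this count most was the offsets for GC content and exonic length, with 4624 genes. The smallest p among genes higher at 3 hr belonged to Pim3 (log2 fold change 1.48, SE 0.0873), Stat5a (1.89, SE 0.122) and Cxcl2 (1.74, SE 0.124). Pim3 rose from 27.8 ± 1.92 CPM (SD, n = 2) to 79.3 ± 4.63 CPM (SD, n = 3). Among lower genes they belonged to Luzp2 (-0.89, SE 0.0681), Dnajc8 (-0.79, SE 0.0637) and Swi5 (-0.72, SE 0.06). Luzp2 had 118 ± 5.8 CPM (SD, n = 2) in 1 hr controls and 64.8 ± 2.28 CPM (SD, n = 3) in 3 hr controls. The adjusted p of these 6 genes was at most 1.78e-05 in the edgeR quasi-likelihood test.

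LTP and control slices were compared at 1 hr to find genes whose expression responded early. Of 17736 genes tested, 140 were differentially expressed, of which 138 rose and 2 fell (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.1, fold change over 1.2), and 1190 had an unadjusted p under 0.05. The median log2 fold change of the genes that rose was 0.73, and 45 genes rose over 2-fold. In all 140 genes the LTP libraries lay entirely on one side of the fitted control libraries, which held for 4007 (22.6%) of all tested genes and would hold for 20% by chance with 2 against 3 libraries. The count moved most when no filter beyond 1 count was applied, to 347 genes. It was 344 without LTP replicate 3 and 92 without LTP replicate 1. With all 6 libraries at 1 hr it was 144, of which 117 were among the 140.

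Btg2 (chromosome 1, 134075170 to 134079120) rose from 35.7 ± 4.34 CPM (SD, n = 2) to 224 ± 15.1 CPM (SD, n = 3), a log2 fold change of 2.66 (SE 0.0935) with an adjusted p of 5.44e-10 in the edgeR quasi-likelihood test. Npas4 (chromosome 19, 4984355 to 4990316) rose by 2.60 (SE 0.119), and Egr2 (chromosome 10, 67535475 to 67542188) by 2.47 (SE 0.0863). Mir132 (chromosome 11, 75173682 to 75173747) rose by 2.69 (SE 0.422) from 0.278 ± 0.21 CPM (SD, n = 2), where 1 of the control libraries held 5 counts. Its reads are too long for a mature miRNA and measure longer transcripts over that locus. In fits with a single control, the rise of Mir132 was 2.10 without 1 hr control replicate 1 and 3.80 without 1 hr control replicate 3. Cpa6 (chromosome 1, 10324720 to 10719945) rose by 2.62 (SE 0.609), but from 0.284 CPM in both fitted controls to 2.36 and 2.45 CPM in LTP replicates 1 and 2 and only 0.447 CPM in LTP replicate 3. Its adjusted p of 0.0943 (edgeR quasi-likelihood) was 0.705 with limma-voom and no longer passed under 5 other alternatives on the same 1 hr libraries. These were the 5 largest rises. Both genes that fell were named: Myh11 (log2 fold change -0.68, SE 0.142) and Klf10 (-0.36, SE 0.0741). Myh11 lost its call when the set-aside library was included (-0.57, adjusted p 0.143, edgeR quasi-likelihood). Klf10 lost its call with all 6 libraries and animal as a block (-0.35, adjusted p 0.228, edgeR quasi-likelihood). The same held in every fit that included the set-aside library and left out another (adjusted p 0.104 to 0.19, edgeR quasi-likelihood).

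The same comparison at 3 hr addressed the later response. Of 17508 genes tested, 1155 were differentially expressed, 888 higher and 267 lower (edgeR quasi-likelihood test, same thresholds), and 3540 had an unadjusted p under 0.05. Rises made up 76.9% of the calls, but 62.8% without LTP replicate 3 (835 higher, 494 lower) and 92.1% without control replicate 2 (210 higher, 18 lower). The median log2 fold change was 0.51 for rises and -0.35 for falls, and 151 genes rose and 17 fell over 2-fold. The groups did not overlap in 1152 of the 1155 genes and in 27.0% of all tested genes, against 10% by chance with 3 against 3 libraries. An adjusted p under 0.05 gave 618 genes. The count rested on single libraries: it was 2170 without LTP replicate 2, and 228 without control replicate 2, 313 without control replicate 1, 415 without control replicate 3, 331 without LTP replicate 1 and 1329 without LTP replicate 3. In proportion the count of falls, from 18 to 514, moved more than that of rises.

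Has1 (chromosome 17, 17843323 to 17855205) rose most, from 0.441 ± 0.0896 to 2.31 ± 0.532 CPM (SD, n = 3), a log2 fold change of 2.4 (SE 0.246). Trh (chromosome 6, 92242061 to 92244650) rose by 2.20 (SE 0.279), from 2.76 ± 1.3 to 12.4 ± 1.14 CPM (SD, n = 3). Rasl11a (chromosome 5, 146845071 to 146847726) rose by 2.04 (SE 0.0935), from 14.5 ± 1.71 to 58.7 ± 2.05 CPM (SD, n = 3). Ccn1 rose by 1.82 (SE 0.101) and Thbs1 by 1.80 (SE 0.176). The largest falls were in C2cd4a (-1.49, SE 0.203), Il4i1 (-1.24, SE 0.351) and Tfap4 (-1.19, SE 0.145). Il4i1 shares 86.3% of its exonic bases with other annotated genes, so its value is uncertain. Its adjusted p was 0.0931 in the edgeR quasi-likelihood test, and the highest among the other 7 genes was 0.00788.

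Overlap between the early and late responses was examined over the 17071 genes tested at both time points. Of the 138 genes called at 1 hr and the 1130 called at 3 hr among them, 87 were called in the same direction. Chance would give 9.13 shared genes when direction is ignored (hypergeometric p 3.52e-69, across genes, which are not independent). The 87 genes were 63.0% of the 1 hr calls, and 86 of them rose and 1 fell. A single gene, Pim3, was called in opposite directions, with log2 fold changes of 0.48 at 1 hr and -0.28 at 3 hr. The time points share no control library. Of the 867 genes that rose at 3 hr, 89.0% had a positive log2 fold change at 1 hr, against 49.2% of all tested genes. The shared count moved most when a library was left out, to 143 without 1 hr LTP replicate 3, 54 without 3 hr control replicate 1 and 56 without 3 hr control replicate 2.

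**Figure D2:**
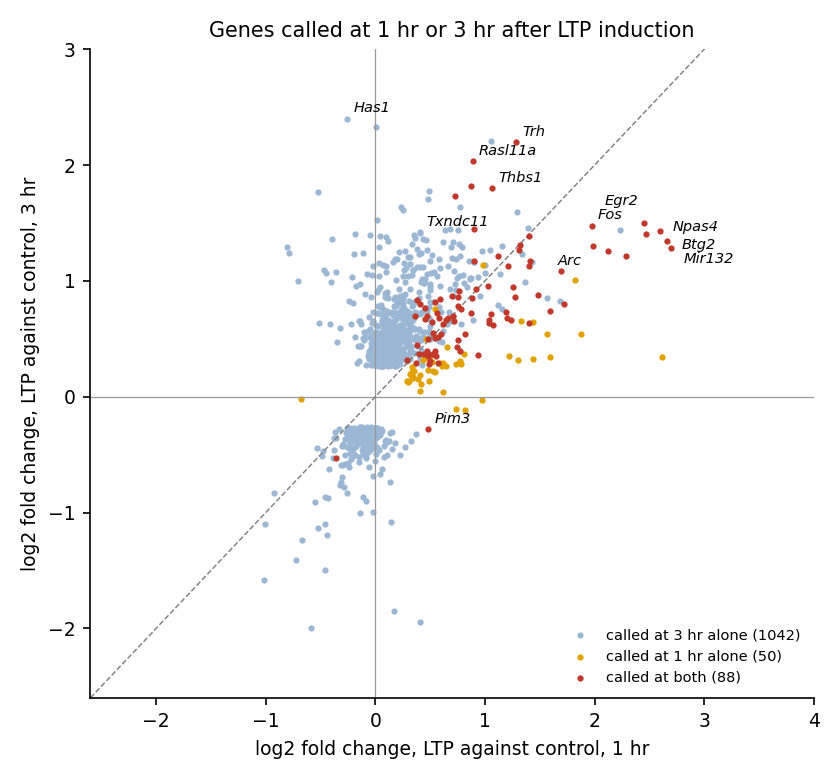
Log2 fold change of LTP against control at 1 hr (x axis) and 3 hr (y axis) for the genes called at either time point among those tested at both, coloured by where they were called, with the dashed line at equal change. Most of the 1042 genes called at 3 hr alone lie above 0 on both axes, and the 88 genes called at both include 86 that rose at both.

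A call at one time point and not at the other is no test of a difference, so the difference between the effects was tested itself. It passed in 11 of 18584 genes, 5 with the larger effect at 3 hr and 6 with the larger effect at 1 hr (edgeR quasi-likelihood interaction test, adjusted p under 0.1), and 1225 genes had an unadjusted p under 0.05. The smallest p in the first set belonged to Nfkb1 (difference 0.69, SE 0.0878, adjusted p 0.0166, edgeR quasi-likelihood), Txndc11 (1.01, SE 0.148) and Rasl11a (1.16, SE 0.184). Those in the second belonged to Btg2 (-1.31, SE 0.11, adjusted p 0.00022, edgeR quasi-likelihood), Gm13889 (-0.84, SE 0.114) and Pim3 (-0.75, SE 0.112). Gm13889 shares 20.8% of its exonic bases with another gene. Kcnj2, Arc, Foxc1, Egr2 and Rnf217 made up the remainder; of these, Kcnj2, Foxc1 and Rnf217 were named after their values were seen. DESeq2 called 80 genes, which included all 11. The count was 67 without 3 hr LTP replicate 2, 25 without 1 hr LTP replicate 3, 22 without 3 hr LTP replicate 3 and 3 without 3 hr control replicate 3, and lay from 4 to 7 in 4 further fits that left out a library.

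**Figure D3:**
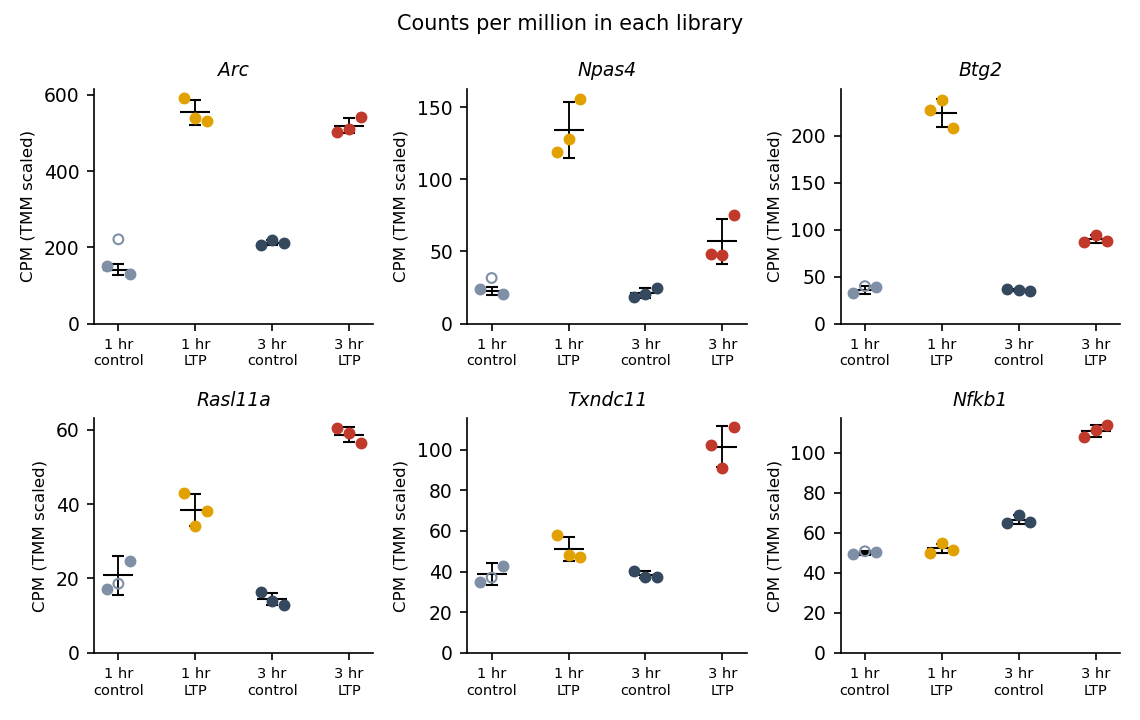
CPM values (y axis, TMM scaled) in each library of the 4 groups (x axis) for 6 genes, with bars for the mean and SD of the fitted libraries. The open circle is 1 hr control replicate 2, which was not fitted; Btg2 reached 224 CPM at 1 hr and 90.1 CPM at 3 hr after LTP induction, while Txndc11 reached 51.1 and 102 CPM.

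The study sequenced only samples in which qPCR had shown a rise of Arc and the short Homer1 isoform, with long Homer1 and Hprt unaltered. The values of Arc, Homer1 and Hprt given here follow in part from that selection and are not independent evidence of induction. Among genes that the study's text names, Arc rose at 1 hr from 141 ± 14.3 CPM (SD, n = 2) to 554 ± 32.8 CPM (SD, n = 3), a log2 fold change of 1.99 (SE 0.0839), and at 3 hr from 213 ± 6.26 to 519 ± 19.5 CPM (SD, n = 3), a log2 fold change of 1.30 (SE 0.0594). The difference of -0.68 between these effects passed (adjusted p 0.031, edgeR quasi-likelihood), but its adjusted p was 0.673 when the set-aside 1 hr control, with 221 CPM, was included. Over the 15 alternatives with a test it ran from 5.8e-07 to 0.673. Fos rose by 1.97 (SE 0.0773) at 1 hr and 1.48 (SE 0.0828) at 3 hr, and Gadd45g by 1.25 (SE 0.091) and 0.94 (SE 0.0717). Npas4 and Egr2 rose by 1.43 (SE 0.186) and 1.40 (SE 0.146) at 3 hr. The difference between the effects passed for Egr2 (-1.06, adjusted p 0.0794, edgeR quasi-likelihood) and did not pass for Npas4 (-1.16, adjusted p 0.236), Fos (-0.49, adjusted p 0.326) or Gadd45g. These genes are not set apart by this. Over the 15 alternatives with a test, adjusted p ran from 2.41e-05 to 0.242 for Egr2 (highest without 3 hr LTP replicate 1), from 0.00605 (without 3 hr LTP replicate 3) to 0.537 for Npas4 and from 0.0244 (DESeq2) to 0.793 for Fos (edgeR quasi-likelihood or DESeq2). Homer1, whose isoforms cannot be told apart in gene counts, rose by 0.41 (SE 0.0733) at 1 hr and 0.80 (SE 0.14) at 3 hr. The 1 hr call of Homer1 was lost in the model of the 4 groups (0.395, adjusted p 0.432, edgeR quasi-likelihood). It was also lost without 1 hr LTP replicate 1 (0.386, adjusted p 0.119, edgeR quasi-likelihood). Creb1, Notch1, Wdr33 and Hprt passed at neither time point, with the lowest adjusted p 0.287 (Hprt at 3 hr, -0.21, edgeR quasi-likelihood). With the offsets for GC content and length, Creb1 fell past the threshold at 3 hr (-0.28, adjusted p 0.0164, edgeR quasi-likelihood). Without 3 hr LTP replicate 2, Notch1 (0.43, adjusted p 0.0525) and Hprt (-0.29, adjusted p 0.068) passed at 3 hr in the edgeR quasi-likelihood test.

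The study also asked whether CREB1 targets were less induced at 3 hr than at 1 hr. A list of 34 CREB targets, 14 of them in the study's own top lists from these libraries, was tested against all other genes. It includes Arc, on whose rise the sequenced samples were selected. The study took its targets from a database, in larger numbers and with a different set at each time point, so the list here, put together from general knowledge, is not the study's and its test does not repeat that of the study. The list rose at 1 hr (median log2 fold change 0.52, 28 of 34 genes higher; camera adjusted p 4.22e-52) and at 3 hr (median 0.62, 30 of 34 higher; camera adjusted p 1.86e-21). At 1 hr 19 members were called, or 22 adjusted over the list alone, and at 3 hr 22 and 24. No difference between the 1 hr and 3 hr effects was detected for this list (17 higher, 17 lower, median difference -0.01; camera adjusted p 0.139), although 1 member, Arc, was called over all genes and 12 adjusted over the list alone. This test turned on single libraries: its adjusted p was 0.00373 without 3 hr LTP replicate 3 and 0.0758 without 3 hr control replicate 3, toward a smaller effect at 3 hr. Both inductions also passed with an estimated inter-gene correlation (p 0.00152 and 0.00517) and with fry (p 0.000188 and 0.00016), and the difference passed with neither (p 0.315 and 0.332).

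The called members of the CREB list at 1 hr were Arc, Fos, Junb, Nr4a1, Fosb, Dusp1, Egr1, Trh, Sik1, Ppp1r15a, Ptgs2, Nr4a2, Gem, Rgs2, Nfil3, Per1, Gadd45b, Nr4a3 and Mcl1, with log2 fold changes from 0.29 (Mcl1) to 1.99 (Arc). At 3 hr Gadd45b was not called, while Inhba (1.04, SE 0.0874), Cartpt (0.90, SE 0.137), Tac1 (0.66, SE 0.12) and Crem (0.57, SE 0.0988) were. The rise of Mcl1 at 1 hr, just past the fold change threshold, lost its call under 5 of the alternatives on the same 1 hr libraries. Gadd45b at 1 hr lost its call with all 6 libraries (0.38, adjusted p 0.151, edgeR quasi-likelihood). For the list of 24 C/P factors no shift was detected at either time point (camera adjusted p 0.959 and 0.674) or between them (camera adjusted p 0.674). The study's own set of such factors is far longer, and what the factors missing here did is not covered. At 1 hr and in the difference 0 members were called, over all genes or adjusted over the list alone, with 1 and 3 members at an unadjusted p under 0.05. At 3 hr 1 was called over all genes and 2 adjusted over the list alone. The called member was Cstf1 (-0.33, SE 0.0702, adjusted p 0.0425, edgeR quasi-likelihood), which lost its call in 4 of the 6 fits that left out a library.

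The study's lists of top genes, which were chosen on these libraries and are not independent evidence, were recovered in these counts apart from Rtl1. All 25 genes of its 1 hr list were called at 1 hr, over all genes and adjusted over the list alone. Of its 3 hr list 24 genes could be tested, all of them called, 24 also adjusted over the list alone. The other gene, Rtl1, did not pass the filter on low counts. The study lists it as a rise with a very small FDR, which a gene with so few counts could hardly give. Its counts here therefore appear to differ from those the study tested, and the reason was not examined.

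Non-coding genes made up 19 of the 140 calls at 1 hr (13.6%, against 16.1% of tested genes) and 200 of the 1155 at 3 hr (17.3%, against 14.9%). At 3 hr, 94 of the 151 genes that rose over 2-fold were non-coding. After these values were seen, the non-coding genes between the start of Meg3 and the end of Mirg were examined (chromosome 12, 109541001 to 109749460, GRCm38). The interval holds annotated miRNA and small nucleolar RNA loci, many of them near-identical copies whose counts depend on the treatment of multiply aligned reads. Of the 63 tested there at 3 hr, 34 were called and all 34 rose, with a median log2 fold change of 1.04 over the 63 and medians of 0.94, 0.91 and 0.88 in animals 1, 2 and 3. At 1 hr 43 of 50 lay above 0 with a median of 0.28, and 0 were called, with 6 at an unadjusted p under 0.05. The median at 3 hr lay between 0.90 and 1.12 over the alternatives.

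**Figure D4:**
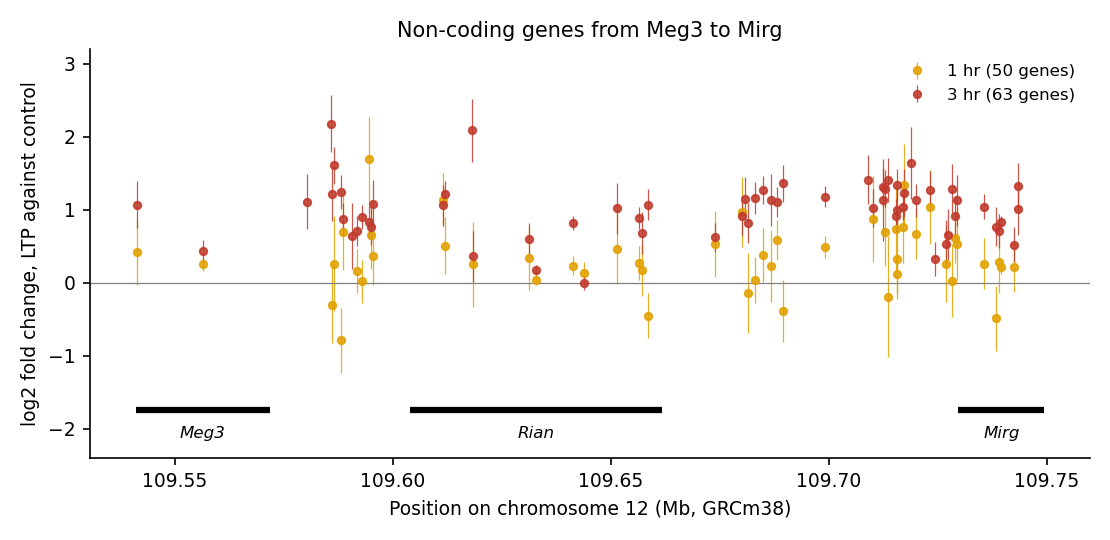
Log2 fold change of LTP against control (y axis; bars are the SE) by position on chromosome 12 (x axis, Mb, GRCm38) for the non-coding genes tested between Meg3 and Mirg, at 1 hr (50 genes) and 3 hr (63 genes). Black bars mark the extent of Meg3, Rian and Mirg, and the median was 0.28 at 1 hr and 1.04 at 3 hr.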

Values the study reported

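With a fold change over 1.2 and an FDR under 0.1, the study reported 79 differentially expressed genes 1 hr after LTP induction and 1,029 at 3 hr. At 1 hr it counted 77 genes that went up and 2 that went down, and at 3 hr 907 up and 122 down.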

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

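Every test in this part was chosen only after the result it bears on was seen.

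The size of the LTP effect differed between time points in 11 genes by the interaction test, and this difference between groups is what drew attention to them. The effect was larger at 3 hr for Nfkb1 (0.69), Txndc11 (1.01) and Rasl11a (1.16) and larger at 1 hr for Btg2 (-1.31), Gm13889 (-0.84) and Pim3 (-0.75), given as the 3 hr minus the 1 hr log2 fold change. In each of the 3 animals at 3 hr the log2 ratio of LTP to control was above that of each animal at 1 hr for Nfkb1, Txndc11 and Rasl11a. For Btg2 it was 1.26, 1.40 and 1.33 at 3 hr against 2.80, 2.58 and 2.42 at 1 hr. A trend with GC content or length is argued against for these 11 genes, since all 11 were also called with the offsets, which raised the count to 25. Btg2 and Nfkb1 were called under all 15 alternatives with a test, with adjusted p from 5.89e-23 to 0.00807 and from 1.04e-08 to 0.0715 (edgeR quasi-likelihood or DESeq2). Pim3 and Gm13889 were not called once the set-aside 1 hr control was included (adjusted p 0.533 and 0.351, edgeR quasi-likelihood), so their difference rests on which control libraries are used. With animal as a block, Txndc11 (0.97, adjusted p 0.118), Rasl11a (1.07, adjusted p 0.129), Foxc1 (1.26, adjusted p 0.189) and Rnf217 (0.84, adjusted p 0.14) were not called by the edgeR quasi-likelihood test.

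The control level can set how far a gene rises. This test was split into 3 sets of genes after its value over all 11 genes was seen. For 5 of the 11 genes the controls differed between time points, past the threshold, in the direction opposite to the difference of effects. Gm13889, Pim3 and Arc had higher controls at 3 hr (log2 fold change 1.21, 1.48 and 0.56) and a smaller LTP effect then, Rasl11a had lower controls (-0.56) and a larger effect, and Foxc1 had lower controls (-0.40) and a larger effect. A control level that limits the rise would leave LTP levels alike or moving with the controls. It is argued against for 3 of the 5. LTP libraries were compared between 3 hr and 1 hr with the edgeR quasi-likelihood test. They moved against the controls for Rasl11a (0.59, SE 0.121, adjusted p 0.00208) and Foxc1 (0.85, SE 0.138, adjusted p 0.000472). For Pim3 they moved with the controls (0.73, SE 0.0744, adjusted p 2.64e-05), which such a limit allows. Only the fall of Pim3 below its controls at 3 hr (-0.28, adjusted p 0.0554, edgeR quasi-likelihood) argues against a limit on the rise. Its 1 hr rise rests on the control libraries used, as stated above. For the other 2, Arc (-0.11, SE 0.0676) and Gm13889 (0.37, SE 0.0737), a change in LTP response and a change in control level cannot be told apart, because their LTP levels stayed alike or moved with the controls. For the other 6, Btg2, Nfkb1, Txndc11, Kcnj2, Egr2 and Rnf217, no control difference opposite to the difference of effects was called, which argues against a control level that limits the rise. Btg2 had 35.7 CPM in the controls of both time points. The controls of Nfkb1 did differ, from 50 to 66.5 CPM (0.38, adjusted p 0.00105, edgeR quasi-likelihood), in the direction of its larger effect at 3 hr, so for this gene what separates the controls may bear on its effect too. A different time course of these transcripts may account for those 6 genes, as a hypothesis, which is weaker for Egr2 and Rnf217, called under 9 and 7 of the 15 alternatives. The difference between the animals used at each time point was not tested and stays open.

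A signal in data outside the comparisons came from an ID without a match in the annotation, ENSMUSG00000045999.8. It took 1.54% of the counts of 1 hr control replicate 2, the library that was left out, and made up its most abundant feature. Its share was from 0.00677% to 0.148% in the other 11 libraries, and among these it was highest in 1 hr LTP replicate 1 and 1 hr control replicate 1 (0.0956%). Library depth is argued against, since the highest share was 227 times the lowest while library totals differed by at most 1.37 times. What the ID marks could not be read from the annotation used here, so contamination, mapping of repeated sequence and a difference in tissue all stay open, and no biological explanation was tested.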

How the results depend on the processing

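No explanation was tested in this part; the alternatives chosen only after the data were seen were protein-coding genes alone, list tests without a library, and all those of the marker medians, the chromosome 12 interval and the same-strand non-coding genes. Most calls at 1 hr and at 3 hr were rises under every alternative run. At 1 hr the count of 140 genes moved beyond 1.5 times under 3 alternatives that left out no library and otherwise lay between 107 and 206: 347 genes (324 higher, 23 lower) with no filter beyond 1 count, 298 (256 higher, 42 lower) with animal as a block together with the offsets for GC content and length, and 217 with DESeq2 on all 6 libraries. Across fits that each left out a library it ran from 92 to 344. At 3 hr the count of 1155 moved beyond 1.5 times only at an adjusted p under 0.05, to 618, which follows from the stricter threshold, and across fits that each left out a library, from 228 to 2170. The count of shared genes ran from 54 to 143 when a library was left out and was otherwise between 85 and 123. For the difference between effects, 11 genes became 80 with DESeq2 and 25 with the offsets, and from 3 to 67 without a library. The control comparison gave between 4624 and 6653 genes, and from 4779 to 6422 without a library; of the 6102 genes, 3612 were also called with the offsets, 4596 with all libraries at 1 hr and 5842 with the block. The cause of the lower counts without a library was not tested, nor was that of the other moves.

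The replicate block, with animal as a term, gave 206 genes at 1 hr, 1662 at 3 hr, 123 shared and 13 with a different effect, of which 7 were among the 11. For the control comparison, where the number was taken to pair nothing, it gave 6653. Among named genes the block added a call for the difference of Npas4 (-1.2, adjusted p 0.0673) and removed those of Txndc11 (0.97), Rasl11a (1.07), Foxc1 (1.26) and Rnf217 (0.84) in the difference and of Mcl1 at 1 hr (0.26, under the fold change threshold) in the edgeR quasi-likelihood test.

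The CREB list kept both inductions under every alternative, with p up to 0.00517, and from 4.88e-60 to 3.68e-45 at 1 hr and from 1.7e-26 to 4.6e-19 at 3 hr without a library. Its difference passed only without 3 hr LTP replicate 3 or 3 hr control replicate 3 and had p from 0.00187 to 0.285 across the fits that left out a library. The C/P list passed nowhere, but with the offsets it came near the threshold at 3 hr (15 of 24 lower, p 0.0571, adjusted p 0.103, camera) and in the difference (p 0.0686, adjusted p 0.103, camera). Its sign at 1 hr reversed with the block (p 0.466), with the offsets (p 0.585) and without LTP replicate 2, with p from 0.518 to 0.985 across the fits that left out a library. Between the controls, the median of the microglia markers (-0.52) was -0.65 and that of the inflammation genes (1.2) was 1.5 with the offsets, and without a library they ran from -0.54 to -0.44 and from 1.07 to 1.56; the cause was not tested.

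Genes with no call changed sign where their change was near 0. The log2 fold change of Creb1, 1 hr after induction, was 0.053 with all 6 libraries, 0.056 with the block and 0.052 with DESeq2 on these, and -0.042 (without 1 hr LTP replicate 2) to 0.088 when a library was left out. Notch1 at 1 hr was -0.038 with the offsets, -0.052 with block and offsets, -0.005 in the model of 4 groups, and -0.24, -0.21 and -0.24 in the 3 fits on all 6 libraries, and -0.38 to 0.075 without a library. Hprt at 1 hr was 0.003 with all 6 libraries and the block, and -0.18 to 0.088 without a library. Wdr33 at 1 hr was -0.024 to 0.17 without a library, and its difference was -0.015 with at least 10 counts, -0.06 with the offsets and -0.076 to 0.042 without a library. The cause was not tested. In all, 92 gene values gave 1066 values under alternatives that kept the libraries or added to them: 1018 stayed on their side of the threshold, 30 became weaker, 6 stronger and 12 reversed. Of 790 values without a library, 658 stayed, 85 became weaker, 3 stronger, 19 reversed and 25, in fits with a single control, moved by more than the replicate SD. Limma-voom was not run for the difference between effects.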

Other observations

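The tests of the mislabelled library, of GC content and length for the share of rises, of the microglia markers and of the chromosome Y genes were chosen only after the result was seen. The rules by which the tests of induction in animal 2 and of selection on the 1 hr values are read were relaxed to an open verdict after their values were seen.

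At 1 hr 140 genes were differentially expressed here. That is higher than the value quoted from the study above. Of these, 138 rose. That is higher than the value quoted from the study above. At 3 hr 267 genes fell. That is higher than the value quoted from the study above. The 888 genes that rose at 3 hr were fewer than the study's value. The study used DESeq on reads in coding regions, while these calls came from edgeR on counts that include non-coding genes. The numbers are therefore not like for like.

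The difference between the controls of the time points exceeded the LTP response in the number of genes. GC content and length are argued against as the whole cause: 59.2% of the 6102 genes were also called with the offsets. Why the other calls were lost was not tested. The labels name 0 batches, and each time point was taken to have its own animals. On that reading, a batch, the animals and the time since treatment cannot be told apart here. The marker lists moved unequally. The medians of the 3 hr minus 1 hr control log2 fold changes were -0.09 for dentate granule cell markers, 0.36 for CA1 pyramidal cell markers, -0.24 for choroid plexus markers, 0.23 for oligodendrocyte markers, 0.07 for astrocyte markers, -0.25 for endothelial cell markers, -0.13 for interneuron markers, 0.20 for thalamus markers and -0.37 for red blood cell markers. They were 1.2 for 11 inflammation genes, all of them higher and 9 called, with Cxcl10 at 3.02 and Il1b at 2.14, and -0.52 for 8 microglia markers, all of them lower and 6 called.

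Fewer microglia in the 3 hr slices would lower their markers by a common factor. The falls ran from -0.18 (Csf1r and C1qb) to -1.44 (P2ry12) and differed by more than their standard errors (Cochran's Q across the 8 markers, chi-square reference, p 4.09e-20; genes share libraries and are not independent), which argues against fewer microglia as the whole cause. An earlier form of this test asked only whether the SD of the 8 falls (0.42) was under the size of their median (0.52); it would have favoured fewer microglia and was replaced after its value was seen. A change of state in these cells, with P2ry12, Cx3cr1 (-0.81) and Tmem119 (-0.74) falling while inflammation genes rose, may underlie the pattern in part. This remains a hypothesis, and a batch stays open.

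1 hr control replicate 2 lay toward the 3 hr libraries. A mislabelled 3 hr control is argued against by its position of 0.39, outside the 0.86 to 1.07 of the 3 hr controls. GC content and length are argued against as the whole cause, since with the offsets it lay at 0.29, outside the 0.06 to 0.19 of the other 1 hr libraries. If RNA of a 3 hr control had been mixed in, genes higher and genes lower at 3 hr would give the same share. The 123 higher genes gave 19.4% (95% bootstrap interval across genes 14.2 to 25.1) and the 36 lower genes 48.1% (40.4 to 63.8), a difference of -28.7 percentage points. This argues against such a mixture only if spread between libraries, which these intervals leave out, did not part the shares. In simulated data with a true share of 30% the method found 29.8% and 30% from 131 and 34 genes. Those draws held counting error alone around the means that picked the genes, so they do not measure that spread. A longer delay before freezing or another difference in handling could move both sets of genes in such unequal measure, but no label records it and it was not tested.

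Rises outnumbered falls 3 hr after LTP induction. Scaling is argued against as the cause, since rises made up at least 73.9% of calls over the 3 other scalings. The same holds for GC content and length, with 74.7% of rises with the offsets. At 3 hr 1 of the 10 splits of the 6 libraries, the real split, gave as many genes. The other 9 splits gave 0 calls, with from 174 to 2960 genes at an unadjusted p under 0.05. Among them are the 3 others that part every pair of libraries from the same animal. With the 5 libraries fitted at 1 hr, 1 of 10 splits gave as many genes, the real split, and the others up to 112 (254 to 2130 genes at an unadjusted p under 0.05). With all 6 libraries at 1 hr it was again 1 of 10, and the others gave up to 6 (170 to 1436 unadjusted). Designs of this size cannot give a share under 0.1, so an accident of how the libraries were grouped is not excluded by these counts alone. The split with 112 calls put 1 hr LTP replicates 1 and 2 against both controls and LTP replicate 3, which places LTP replicate 3 nearer the controls, and without it 344 genes were called at 1 hr.

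Leaving out 3 hr LTP replicate 2 raised the count from 1155 to 2170 genes, a gain of 1.88 times. Its place on the axis between the time points, 0.77, is argued against as the cause: among 5581 genes that did not differ between the controls, calls rose from 318 to 663, a gain of 2.08 times. GC content and length are argued against as the whole cause, since a gain of 1.54 times remained with the offsets, from 1330 to 2043. A part in the gain is not excluded, as it was smaller than 1.88 times. Whether induction was weaker in animal 2 is left open. The median log2 ratio of the 138 genes that rose at 1 hr was 0.45 in animal 2 and 0.46 and 0.55 in animals 1 and 3, which are too close for 3 animals to rank.

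The genes called at 1 hr had a median log2 fold change of 0.72 at 1 hr and 0.54 at 3 hr. Selection on the 1 hr values alone could produce such a decline. Among the 86 genes that rose at both time points, which were selected on both, the median difference was -0.07, and 55 were smaller at 3 hr. The 100 genes with the smallest p at 1 hr fell from 0.77 to 0.65 at 3 hr, and the 100 with the smallest p at 3 hr had 0.36 at 1 hr and 0.78 at 3 hr. The decline and selection cannot be told apart with so small a difference on the set chosen at both time points.

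Genes that rose at 3 hr and were not called at 1 hr were long, with a median span of 43.2 kb for 781 genes against 20.8 kb for the other genes, while 263 genes that fell at 3 hr had 9.28 kb. A bias with exonic length or GC content would give this pattern. The Spearman correlation across genes of the 3 hr minus 1 hr difference with gene span was 0.099 and fell to -0.03 with the offsets, and the median spans were then 22.9 and 21.1 kb. The pattern is therefore in line with such a bias, and no later arrival of long genes is inferred.

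Non-coding genes were among the large rises, 11 of 45 genes over 2-fold at 1 hr and 94 of 151 at 3 hr. Reads shared with an overlapping exon are argued against for most, as 86.7% of these (10 and 81) share no exonic base with another gene. The sets that follow were defined after these genes were seen, and their tests were written before the values were computed. At 3 hr the 495 tested non-coding genes inside a protein-coding gene on its strand, sharing no exon and outside the chromosome 12 interval described in the report, had a median log2 fold change of 0.56. Of these 86.3% were above 0, with 79 called higher and 0 lower. The 136 on the opposite strand had a median of 0.16, and 980 outside protein-coding genes 0.16. When a library was left out these ran from -0.05 to 0.25 and from 0.01 to 0.22. The same-strand median then ran from 0.49 to 0.65. At 1 hr the medians were 0.23, 0.18 and 0.13. Genomic DNA in the LTP libraries would raise both strands alike for genes of equal length and level, which were not matched here. The difference of 0.41 between the strands (95% bootstrap interval across genes 0.32 to 0.49) argues against it only to that extent. Whether counting used the strand of the reads is not stated. DNA would act on both sets under either kind of counting, but without strand the 0.41 compares sets of genes and not sense with antisense RNA. A change in the total count of the surrounding gene does not account for the rise, which exceeded it by 0.48 in the median (0.43 to 0.52). A gene count cannot tell new, unspliced RNA from the rest, so a change in transcription of the surrounding gene stays open. No single LTP library accounts for the rise, as the lowest median without an LTP replicate was 0.53. The median ratios were 0.48, 0.57 and 0.33 in animals 1, 2 and 3 on the same strand and -0.20, 0.45 and -0.09 on the opposite strand, so in animal 2 both strands rose and the contrast between them was small. More unspliced RNA or more usage of intronic ends after LTP induction may explain the rise, as a hypothesis that holds for the sense strand only if counting used strand; whether reads crossing these loci come from introns cannot be read from gene counts.

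The non-coding genes from Meg3 to Mirg on chromosome 12 rose together at 3 hr. Of 63 tested, 34 were called higher, 26 of them over 2-fold, whereas among 1297 runs of 63 neighbouring non-coding genes elsewhere the most called higher was 11 and the median 4. The interval, its bounds and this comparison were chosen after the genes were seen. A single LTP library is argued against as the cause, since the lowest of the 3 animals' median log2 ratios was 0.88. GC content and length are argued against as well, with a median of 1.12 with the offsets. The values are not independent, as the loci lie along shared transcripts and the counts of near-identical small nucleolar RNA copies depend on multiply aligned reads. Of the long transcripts, Meg3 (0.43, adjusted p 0.175) and Rian (0.18, adjusted p 0.191) were not called at 3 hr (edgeR quasi-likelihood). Mirg was called (0.83, adjusted p 0.00232, edgeR quasi-likelihood). Greater transcription or slower loss of the precursor transcripts that carry these loci may explain the joint rise, as a hypothesis, and mature miRNA was not measured.

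The next patterns were found by looking through the genes most extreme in single libraries. Both 3 hr libraries of animal 3 were low in chromosome Y transcripts. Ddx3y, Eif2s3y, Kdm5d and Uty, chosen after their values were seen, stood at 17.8 to 23.4% of the level of the other animals. Mixed-in female tissue is argued against, since Xist, which marks an inactive X chromosome, was at most 0.581 CPM in these libraries against 0 to 3.59 CPM in the others. A variant in single genes is argued against because all 4 genes fell by a similar factor, the highest level being 23.4%. Loss of the Y chromosome in part of the cells of this animal may explain this, as a hypothesis, which was not tested. The shared level in both libraries fits the label that they come from 1 animal.

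Cpa6 rose at 1 hr in LTP replicates 1 and 2 alone. Isl1, chosen after its values were seen, was also high in these libraries, with 1.46 and 1.5 CPM. The profiles differed in 1 hr control replicate 2, with 0.952 CPM of Isl1 and 0.228 CPM of Cpa6. Isl1 had at most 0.242 CPM in any other library. Variation in dissection is a candidate that was not tested, so the rise of Cpa6 is not attributed to LTP induction; without LTP replicate 1 its adjusted p was 0.364 (edgeR quasi-likelihood; 2.34).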
